# Immune Events Associated with High Level Protection against *Schistosoma japonicum* Infection in Pigs Immunized with UV-Attenuated Cercariae

**DOI:** 10.1371/journal.pone.0013408

**Published:** 2010-10-15

**Authors:** Fang Tian, Dandan Lin, Jingjiao Wu, Yanan Gao, Donghui Zhang, Minjun Ji, Guanling Wu

## Abstract

**Background:**

The vaccination of radiation-attenuated *Schistosoma japonicum* cercariae can induce effective protection in artiodactyl, but the immune events related to protective immunity are not fully understood. To provide a paradigm for a human recombinant antigen vaccine, we have undertaken a vaccination and challenge experiment in pigs, which was recognized as an appropriate animal model in this type of study because of their similarity to human in immunology, and investigated the relative immune events induced by the radiation-attenuated *S. japonicum* cercariae.

**Methods and Findings:**

We found that pigs immunized once with 400 µw UV-irradiated cercariae exhibited 63.84% and 71.82% reductions in worm burden and hepatic eggs respectively. Protective immunity in vaccinated pigs was associated with high level productions of IgM, total IgG, IgG1 and IgG2; IgG2 was significantly increased in the acute infection. IFN-γ levels could be elicited by immunization. At week 6 post-infection, IFN-γ, IL-4 and IL-10 levels also showed a dramatic rise synchronously in vaccinated pigs. Moreover, the *granzyme b*, *nk-lysin*, *ifnγ*, *il4* and *il10* mRNA levels in early skin-draining lymph nodes of immunized pigs were higher than those in pigs with non-irradiated cercariae infection. In addition, cytotoxicity-related genes in the mesenteric lymph nodes were significantly upregulated in vaccinated pigs in the acute infection.

**Conclusion/Significance:**

Our results demonstrated that IFN-γ and IgG2 antibody production, as well as genes related to cytotoxicity are associated with the high level protection induced by UV-irradiated *Schistosoma japonicum* vaccine. These findings indicated that optimal vaccination against *S. japonicum* required the induction of IFN-γ, IgG2 antibody related to Th1 responses and cytotoxicity effect.

## Introduction

Schistosomiasis japonica is still one of the major public health problems that causes significant morbidity and hinders the economic development of endemic areas in China, the Philippines, and Indonesia. In China, schistosomiasis japonica used to be endemic in 12 provinces, and so far seven provinces have still been endemic with an estimated 412,927 cases of schistosomiasis reported in 2008 [1] The control of schistosomiasis japonica is difficult because it is a zoonosis, thus it can be spread through a variety of wild or domestic reservoir hosts, including bovine and porcine [2]. Current measures for schistosomiasis control are based on limited methods such as community chemotherapy, snail control and environmental modifications [3]. In a recent report from a project for a new control strategy, the researchers claimed that a comprehensive control strategy based on interventions to reduce the rate of transmission of *S. japonicum* infection from cattle and human to snail was highly effective in reducing the prevalence and morbidity of the infection [4]. But people still are anxious for the reinfections, which are so common in endemic areas of schistosomiasis japonica and may cripple the disease control efforts. Most studies agree that chemotherapy needs to be complemented with a tool of more long-term effect and an effective vaccine may be an expected choice to provide host with protection against reinfection. Therefore, development of vaccines to protect both humans and domestic animals from the infection or reinfection is still a realistic aim.

In an attempt of developing vaccine against the parasite infection, researchers have devoted a great deal of time and effort in discovering vaccine candidates, most of which have been initially identified in *S. mansoni*, because this species is most easily adapted to laboratory maintenance. Unfortunately, most of these vaccine candidates including DNA vaccines and recombinant vaccines have not been proven to reproducibly provide sufficient immunity in experimental models to warrant consideration for clinical use [5]. The most effective and reproducible protocol to date is vaccination with radiation-attenuated (RA) cercariae, and the vaccine has been identified in *Schistosoma mansoni*. The results of vaccination experiments in a number of animal models (murine, artiodactyl, primates, etc.) in laboratory and field trials have shown that radiation-attenuated vaccines can induce high level, stable protection against challenges with *S. mansoni*. Great progress has been made in the understanding of the immunological mechanisms against *S. mansoni* in mouse models. Both antibody and CD4^+^ T-cell-mediated, IFN-γ-dependent effector mechanisms have been demonstrated using the knockout mice [6], [7], [8]. But the immunologic responses of mice may be marginally relevant to the development of antischistosomal vaccines intended for humans. In contrast, in the case of *S. japonicum*-infected animals, the roles of helper T cell cytokines and antibodies in protective immunity induced by radiation-attenuated cercariae have not been fully understood. Moreover, the majority of studies have shown low level and unstable protection induced by attenuated cercariae in different mouse strains [9], [10], [11], [12], [13], [14]. In domestic animals (artiodactyl), the RA *S. japonicum* vaccine was always able to induce high levels of protection, and the protection exceeded 60% in pig and cattle. But few have involved the possible underlying mechanisms in theses studies except some suggested the involvement of antibody [15], [16], [17], [18], [19]. An understanding of protective human immune mechanisms is essential to engineer an efficacious vaccine formula for human schistosomiasis [5], We need first to understand the immunological responses elicited by RA cercariae, which could pave the way for the human correlated studies. But the existing data from human experiment were too limit to give us a significant help in demonstrating potentially protective immune responses in endemic areas and the immune mechanisms of protection induced by RA vaccine are not easily investigated in humans for ethical reasons [20]. So that it seems very unlikely that in the short term a viable strategy for vaccine development will emerge from studies of infected humans. Obviously, more have to be learned from animal models. Pigs are not only a significant reservoir host of *S. japonicum* in China, but also an animal with close biologic similarities to humans, such as anatomical, physiological as well as immunological properties [14], [21], [22], [23], [24]., Therefore pigs could be a better experimental model to study the relevant protective immune events induced by radiation-attenuated cercariae vaccine. And a comprehensive understanding of the immune parameters in pigs is necessary, which would reflect the protective immune mechanisms in human schistosomiasis.

The purpose of this study is to investigate the correlation of immunological events induced by UV-attenuated cercariae with the protection against challenge infections. We systematically investigated the dynamic characteristics of celluar and humoral immune responses, and explored the relevant molecular events in pigs vaccinated with UV-attenuated cercariae, which could provide a paradigm for the development of optimal vaccine formula for human use.

## Materials and Methods

### Ethics statement

All experiments involving pigs were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee at the Nanjing Medical University (Protocol Number NJMU08-002).

### 1. Animals and parasites

Castrated male Landrace/Yorkshire/Duroc crossbred pigs weighing 18∼20 kg were purchased from Topigs Limit Corporation, China. They were housed together in the farm of the Veterinary Institute of Jiangsu Provincial Agricultural Scientific Academy (Nanjing, China) in controlled sanitary conditions. All pigs were subjected to anti-helminth treatment using albendazole 400 mg twice daily with meals for three days beginning at the 7^th^ day before the experiment. Stool examination showed that all pigs were negative for *S. japonicum*. Sampling procedures and pig sacrifice were performed under intramuscular (i.m.) 1 ml/kg body weight of 3% pentobarbital (except for fecal sampling).

Cercariae were maintained in and released by *Oncomelania hupensis hupensis* hupensis strain, supplied by Jiangsu Institute of Parasitic Disease (Wuxi, China). The snails were collected from Guichi area of Anhui province,China and were infected with the Chinese mainland strain of *S. japonicum* in laboratory of the institute.

### 2. Antigen preparation

*S. japonicum* adult worms were obtained by perfusion of infected rabbits. The adult worms were washed in phosphate-buffered saline (PBS), pH 7.4 containing protease inhibitor cocktail (Sigma), and homogenized several times on ice for 20min. The homogenate was freeze-thawed several times and centrifuged at 30,000 g for 30min at 4°C. The supernatant was passed through a 0.22 µm filter (Millipore Co., USA) and used as soluble adult worm antigen (SWAP).

*S. japonicum* eggs were isolated from infected liver and intestine of rabbit. Purified eggs in PBS with protease inhibitor cocktail were sonicated three times on ice for 10 min. The suspension was freeze-thawed several times and centrifuged at 30,000 g for 30 min at 4°C. The supernatant was passed through a 0.22 µm filter and used as soluble egg antigen (SEA). Protein concentration was determined by BCA protein Assay Kit (Pierce Biotechnology, Inc., IL, USA) [25].

### 3. Immunization schedule

#### 3.1 Preparation of normal cercariae and UV-attenuated cercariae (UVAC)

Briefly, snails were placed in deionized water and exposed to incandescent light for 3 to 4 h. Cercariae were collected from the water surface using a 10 µL bacteriological loop and put on the glass cover slips [26]. Then the cercariae on the cover slip were counted under a dissecting microscope and prepared for infection.

Freshly shed *S. japonicum* cercariae on the cover slip were attenuated with ultraviolet radiation at 254 nm with an intensity of 400 µw/cm^2^ for 1 min using a portable ultraviolet lamp (N16; Konrad Benda, Laborgerate, D-6908 Wiesloch, FRG) as described previously [11], [17]. These attenuated cercariae were used to immunize the animal.

#### 3.2 Vaccination trials

The pigs were divided into three groups, the vaccination and challenge group (Vac-Cha), the vaccination control group (Vac-Con), and the infection control group (Inf-Con), consisting of seven pigs each. The Vac-Cha and Vac-Con groups were immunized percutaneously with 5,000 UVAC one time. The UVAC were applied to the shaved lateral abdominal flank for 30 min by the cover slip method. At 5 weeks after immunization, the Vac-Cha and Inf-Con groups were infected with 1,000 *S. japonicum* cercariae using the above method. For vaccination and challenge, all experimental pigs were anesthetized with 1 ml/kg body weight of 3% pentobarbital (Figure 1).

**Figure 1:**
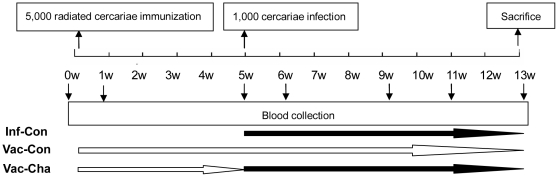
The experiment schedules of immunization, infection and blood collection. White, long arrows represent that the groups were treated with UVAC immunization. Black, long arrows represent that the groups were infected with normal cercariae (*n* = 7).

### 4. Assessment of vaccine-induced protection

#### 4.1 Adult worm recovery and egg counts in the liver tissue

All pigs were sacrificed at week 8 post-challenge by portal perfusion. Worms were collected and counted from the perfusate sedimentation, and the intestinal mesenteric vessels of each pig were examined for residual worms [27], [28]. A 5-g sample of the left lateral hepatic lobe was digested in 5% KOH for 18 h at 37°C, and five 1-ml subsamples of the digestion fluid were counted for each sample. The mean count was used to determine eggs per gram (EPG) in the liver [29].

#### 4.2 Fecal eggs outputs

The feces collections were performed every two weeks starting 4 weeks post-infection. The filtration and sedimentation Danish Bilharziasis Laboratory (DBL)-technique was used [30]. In brief, a 5-g sample from a homogenized 50∼100 g fecal specimen was mixed with saline, shaken and passed through a series of sieves (400, 100, and 45 µm). The fecal material from the 45 µm sieve was washed into a sedimentation glass, which was filled with saline and left in the dark to sediment. The sediment was centrifuged and resuspended with saline to obtain a volume of 2.25 ml and 150 µl of this solution was mixed with 850 µl 0.9% saline into 1-ml microscope chamber slides. Eggs were counted to obtain the number of eggs per gram (EPG) in the feces.

#### 4.3 Formula of the vaccine-induced protection

Vaccine-induced protection was measured using the percentage of worm or egg reduction in vaccinated groups:

Worm or Egg reduction rate (%) = [numbers of worms or eggs in the Inf-Con group - (numbers of worms or eggs in the Vac-Cha group - numbers of worms or eggs in the Vac-Con group)]/numbers of worms or eggs in the Inf-Con group×100.

#### 4.4 Hepatic histology

Samples from the central part of the left lateral, right lateral, left medial and right medial hepatic lobes were taken from all pigs when they were sacrificed. Then these samples were fixed in 10% buffered formalin and embedded in paraffin. Sections (5 µm) stained with HE (hematoxylin and eosin) were microscopically (Olympus, BX41) examined for histological alterations. 12 slices of four different parts were observed per pigs. Each liver section was examined at 40×magnification to observe the overall inflammation. The distribution of granulomas and cellularity in granulomas formation were observed at 100 or 400×magnification. At the same time, the areas of granulomas containing a single and viable egg were measured and analyzed using a Zeiss microscope (Carl Zeiss, Axiostar, Germany) and KS300 software connected to a Carl Zeiss image analyzer.

### 5. Measurement of specific antibody production

Samples of 5 ml blood were collected from each pig by precaval venipuncture at different time points as shown in Figure 1. The levels of schistosome antigen-specific IgG, IgM, IgG1 and IgG2 antibodies were measured in all swine sera by ELISA technology. Firstly, 96-well microplates (Costar, Roskilde, Denmark) were coated with 100 µl per well of *S. japonicum* soluble egg antigen (SEA, 8 µg/ml for IgG and IgM, 15 µg/ml for IgG1 and IgG2) or soluble worm antigen preparation (SWAP, 15 µg/ml for all four antibodies) at 4°C overnight. The plates were washed once with 0.05% PBS-Tween 20 (PBST). After adding 200 µl blocking buffer (5% skimmed milk), the plates were incubated at 37°C for 1 h and then washed with PBST. Secondly, after two washes with PBST, each serum was diluted 1∶100 with PBS, and added to each well. The plates were incubated for 2 h at 37°C. Thirdly, after five additional washes with PBST, HRP-conjugated goat anti-pig IgG (Serotec, AHP865P) or goat anti-pig IgM (Serotec, AAI39P) was diluted 1∶30,000 with PBS, and 100 µl was added to each well, then incubated at 37°C for 1 h. For IgG1 or IgG2 detection, the wells were incubated with 100 µl per well of 1/100-diluted mouse anti-porcine IgG1 (Serotec, MCA635) or IgG2 (Serotec, MCA636) at 37°C for 1 h, respectively. After washes, the wells were incubated at 37°C for 1 h with 100 µl per well of 1/10,000-diluted HRP-conjugated goat anti-mouse IgG. Fourthly, after five washes with PBST, the plates were developed with TMB substrate (AMERESO) for 30 min and the reaction was stopped by adding 50 µl H_2_SO_4_ (2 M). The plates were read at 450 nm, using an ELISA reader (Bio-Rad mod. 550). Each serum sample was tested in triplicate. A serum sample from a pig with acute *S. japonicum* infection served as a positive control, and a sample from an uninfected pig was used as a negative control.

### 6. Measurement of cytokine production

#### 6.1 Peripheral blood mononuclear cells (PBMC) preparation

The 20 ml blood samples were collected in heparinized tubes by precaval venipuncture at different time points as shown in Figure 1. PBMC were isolated using swine lymphocyte separation medium (density: 1.110, Haoyang Bioproduction Limit Corporation, Tianjin, China). PBMC were cultured at 1.5×10^6^/ml in RPMI 1640 medium supplemented with penicillin (100 U/ml), streptomycin (100 µg/ml) and 10% fetal calf serum in 96-well flat-bottomed microtiter plates (Costar, Roskilde, Denmark) in the presence of either 12.5 µg/ml phytohemagglutinin (PHA), 50 µg/ml SEA, or 50 µg/ml SWAP, or in complete RPMI 1640 alone in triplicate. PBMC were incubated at 37°C in a humidified atmosphere with 5% CO_2_ for 72 h and the supernatants were harvested for cytokine determination.

#### 6.2 Determination of cytokine levels

IFN-γ, IL-4 and IL-10 were measured using the swine ELISA Kits following the manufacturer's instructions (Invitrogen Corporation, California, USA). The plates were read at 450 nm using an ELISA reader, and the levels of IFN-γ, IL-4 and IL-10 in the examined supernatants were determined using a standard curve constructed with cytokine standards provided by the manufacturer.

### 7. Genechip analysis and semi-quantitative RT-PCR

#### 7.1 Isolation of skin-draining lymph nodes (sdLNs) and mesenteric lymph nodes

The skin-draining lymph nodes (inguinal lymph nodes) from three pigs in the Vac-Con group were isolated on day 7 after immunization, and sdLNs in the Vac-Cha and Inf-Con groups were isolated on day 7 after infection. All the sdLNs were immediately put into liquid nitrogen for storage. When the pigs were sacrificed at week 8 post-challenge, the mesenteric lymph nodes surrounding the cecum from three pigs in each of the Vac-Con, Vac-Cha and Inf-Con groups were isolated immediately and also stored in liquid nitrogen.

#### 7.2 Microarray hybridization and analysis

The affymatrix porcine genome arrays were analyzed in the Shanghai Biochip Co. Ltd. Total RNA extraction from each mesenteric lymph node was performed with TRIzol reagent (Invitrogen Life Technologies) and purified with RNeasy mini kits (QIAGEN). Equal amounts of total RNA from 3 pigs per group were mixed, cDNA was generated using One-Cycle Target Labeling and Control Reagents (Affymetrix), and cRNA was made with GeneChip® IVT Labeling Kit (Affymetrix). Biotin-labeled, fragmented (200 nt or less) cRNA was hybridized for 16 h at 45°C to Affymetrix porcine genome arrays by the Shanghai Biochip Co.,Ltd. The arrays were washed, stained, and read with a GeneChip® Scanner 3,000. The fluorescence signal was excited at 570 nm, and data were collected on a confocal scanner at 3-µm resolution. Data sorting and analyses were performed using GeneSpring GCOS1.4 software. All datas were MIAME compliant and the raw datas had been deposited in a MIAME compliant database (GEO accession number was GSE22311).

#### 7.3 Quantitative RT-PCR

Total RNA of each sdLNs and mesenteric lymph node was extracted using TRIzol reagent (Invitrogen, Life Technologies), purified with the RNeasy mini kit (QIAGEN), and reverse-transcribed to cDNA using the PrimeScript RT reagent kit (Takara). cDNA was amplified with SYBR Green Master (Roche) in a 7300 Real-time PCR System (Applied Biosystems). Primers for qRT-PCR were designed using Real-time PCR Primer Design (Table 1). Real-time PCR was run in triplicates in a volume of 20 µl containing 10 µl of SYBR Green PCR Master, 300 nM of each primer, and 50 ng cDNA. Reaction conditions were as described for the SYBR Green kit and the cycling protocol was as follows: 50°C for 2 min, 95°C for 10 min, 40 cycles of 95°C for 15 s, 60°C for 1 min. The housekeeping gene *β-actin* was used as an internal control. Quantitation of relative differences in expression were finally calculated using the comparative 2^−ΔΔCT^ method [31].

**Table 1:** Primers, annealing temperatures and number of cycles used for the amplification of each target gene.

Target gene	Oligonucleotide primers	Annealing temperature (°C)	Number of cycles	Product size (bp)
*beta-actin*	F: 5′CCAAAGCCAACCGTGAGA 3′R: 5′ CCAGAGGCGTACAGGGACA3′	50	40	103
*granzyme b*	F: 5′ AAGTTGGTGCGGTGGGTT3′R: 5′ AGGGTTATAGTCTGGGTGATGG3′	50	40	169
*nk-lysin*	F: 5′ GCCTCATCTGTGAGTCTTGTCG3′R: 5′ CAGTGTCCTCGTTGGGTTGTG3′	50	40	78
*tnfα*	F: 5′TGGCCCCTTGAGCATCA AC3′R: 5′CGACGGGCTTATCTGAGGTTT3′	50	40	71
*ifnγ*	F: 5′ TGGTAGCTCTGGGAAACTGAATG3′R: 5′ TGGCTTTGCGCTGGATCTG3′	50	40	80
*Il12p40*	F: 5′ GATGCTGGCCAGTACACC3′R: 5′ TCCAGCACGACCTCAATG3′	50	40	111
*Il4*	F: 5′ GGACACAAGTGCGACATCA3′R: 5′ GCACGTGTGGTGTCTGTA3′	50	40	186
*Il10*	F: 5′ CGGCGCTGTCATCAATTTCTG3′R: 5′ CCCCTCTCTTGGAGCTTGCTA3′	50	40	89
*cxcl12*	F: 5′ TACAGATGCCCTTGCCGATT3′R: 5′ TGTTGCTCTTCAGCCGTGC3′	58	40	118
*igfbp3*	F: 5′ CGAGGAGGACCGCAGTGTA3′R: 5′ TGGCGTGCCCTTTCTTGAT3′	58	40	122

### 8. Statistical analysis

All statistical analyses were performed using SPSS for Windows 13.0. The data were expressed as mean ± SEM. The effect of treatment and time was examined for significance using the two-way ANOVA test. One-way ANOVA was performed to test for differences in groups at the same time point. For all tests, a *P* value less than 0.05 denoted statistical significance.

## Results

### 1. Statistical analysis of the effects of treatment and time in the experiment

The number of eggs in feces and some of immune measurements are defined by two parameters, treatment and time. The two-way ANOVA test was performed to assess these data. The results showed the significant effects of time and treatment, and there was a significant interaction between these two parameters (*P*<0.05). The *P* values were showed in table 2.

**Table 2:** *P* values obtained from the statistical analysis of the effects of the treatment and time in the experiment.

Parameters		Treatment	Time	Time* treatment
Fecal egg output		2.672279169477e-016	2.14499577444e-018	1.296002073369e-012
Antibody level	SWAP specific IgM level	6.682219419948e-007	4.04666814603e-042	4.158940098223e-007
	SEA specific IgM level	5.572100354147e-014	9.641207055032e-043	2.407000312568e-027
	SWAP specific IgG level	5.52128827454e-029	2.451622481746e-051	1.376649356814e-031
	SEA specific IgG level	1.053306125485e-025	3.699534157222e-063	1.769465429139e-039
	SWAP specific IgG1 level	9.228280791802e-014	9.054759310497e-037	3.449782822025e-017
	SEA specific IgG1 level	1.868026578109e-015	4.16012333539e-043	2.15332915489e-028
	SWAP specific IgG2 level	4.7543256879e-009	3.620423974106e-021	1.458097936007e-007
	SEA specific IgG2 level	6.300423181744e-008	9.366827607566e-014	2.871458659388e-008
Cytokine level	IFN-γ levels stimulated with SWAP	4.490487936647e-008	3.389161767425e-011	1.730663325338e-015
	IFN-γ levels stimulated with SEA	2.166712830768e-020	3.148512447309e-024	6.329193456019e-036
	IL-10 levels stimulated with SWAP	0.000175321646018	9.59486120791e-005	3.744079791233e-009
	IL-10 levels stimulated with SEA	1.365638359872e-007	3.492905669287e-017	1.093071684209e-024
	IL-4 levels stimulated with SWAP	8.809962570855e-005	6.602527317794e-009	7.247692710049e-010
	IL-4 levels stimulated with SEA	0.0102200467708	1.787895972731e-009	2.07591663806e-006

### 2. UVAC immunization induced high protection against *Schistosoma japonicum*

#### 2.1 Reduced parasite burden in UVAC-vaccinated pigs

The number of adult worms recovered and hepatic eggs per gram in Vac-Cha group was significantly lower than that in Inf-Con group at week 8 post-challenge (*P*<0.01) as shown in.table 3. UVAC vaccination (Vac-Cha group) led to a 63.84% reduction in number of worms and 71.82% hepatic egg burden compared to the Inf-Con group. The reduction in egg number was roughly consistent with that of female adult worms. The number of female adult worms in the Vac-Cha group was reduced by 67.65% (*P*<0.01). Thus, UVAC could induce a high level of protection against a *S. japonicum* challenge.

**Table 3:** Comparison of adult worms and eggs per gram liver tissue among three groups of pigs.

Group	Number of pig	Average number of worms ( 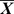 ±SEM)	Average number of female worms ( 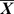 ±SEM)	Average number of eggs pergram liver tissue ( 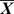 ±SEM)
Vac-Cha	7	118.71±16.31**(63.84%)†	53.42±6.62**(67.65%)†	74.86±7.34**(71.82%)†
Inf-Con	7	328.29±41.33	165.14±20.64	262.57±51.60
Vac-Con	7	0	0	0

**P<0.01, compared with the Inf-Con group.

† represents worm reduction rate (%) or egg reduction rate (%) in liver tissue.

#### 2.2 Less fecal egg output in UVAC-vaccinated pigs

In order to monitor the dynamic changes of infection and estimate the parasite burden in the body, fecal samples were collected to analyze egg numbers starting at 4 weeks post-infection. The level of fecal egg output in the UVAC vaccination group was significantly lower than that in the Inf-Con group at 6 weeks post-infection. At week 8 after *S. japonicum* challenge, the reduction of Vac-Cha group to Inf-Con group in the number of fecal eggs was 76.76%. No fecal eggs were found in the Vac-Con group (Figure 2).

**Figure 2:**
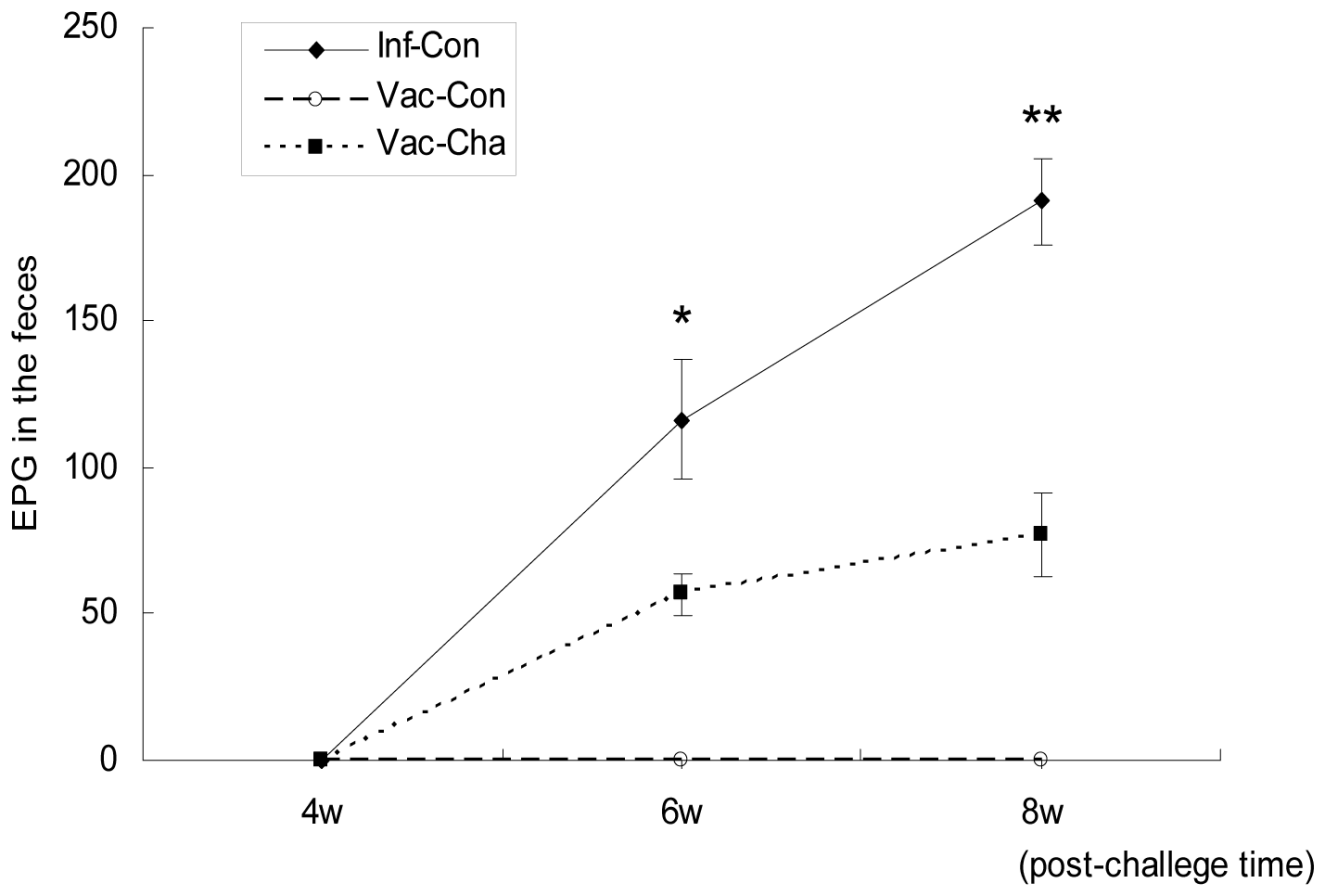
The dynamic change of fecal egg output after *Schistosoma japonicum* infection. The numbers of EPG in feces at weeks 4, 6 and 8 post-infection are shown. *P value<0.05 and **P value <0.01 compared to the Vac-Cha group (*n* = 7).

#### 2.3 Alleviated liver histopathology in UVAC-vaccinated pigs

Figure 3 shows the liver histology of the three groups at week 8 after infection. The liver sections from the Vac-Con group showed no granulomas and little inflammation (Figure 3C), whereas inflammatory reaction was observed in the liver samples of the Vac-Cha and Inf-Con groups (Figures 3A and 3B). In the Vac-Cha group, small and diffuse granulomas occurred, and mild inflammation was observed in the livers (Figures 3D and 3F). Bigger and more numerous granulomas and severe inflammation were observed in the Inf-Con group (Figures 3E and 3G). All numbers and mean areas of single-egg granulomas were observed in 12 slices per pigs of different groups. Although the mean areas of single-egg granulomas showed little difference between the Inf-Con and Vac-Cha groups, 57 granulomas containing a single egg were found in the Inf-Con group and only 30 were found in the Vac-Cha group (Figure 3H).

**Figure 3:**
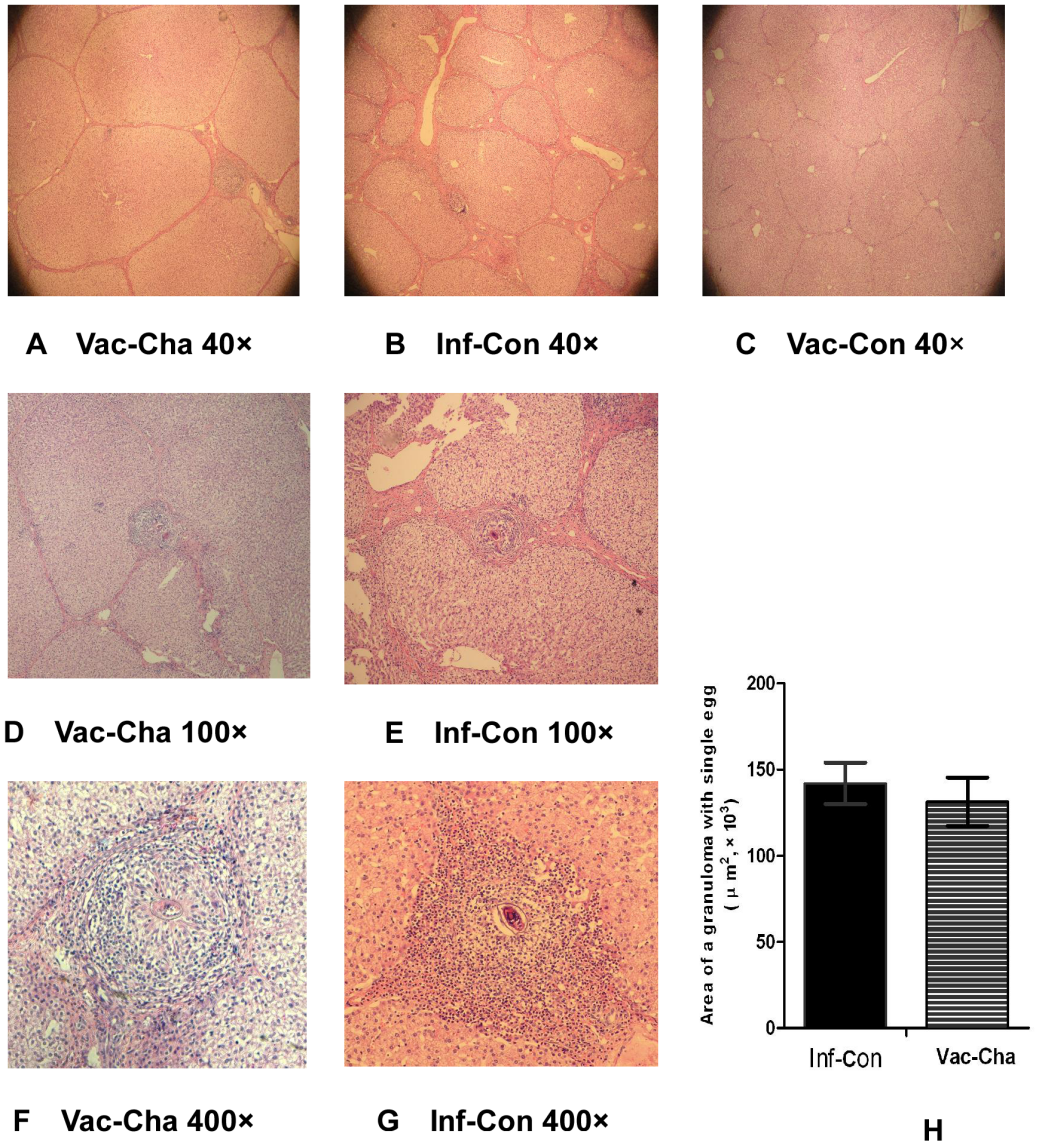
Liver histology at 8 weeks after infection with HE staining and the average area of a single granuloma containing one egg. Figures 3A, 3D and 3F show fewer granulomas and mild inflammation in the livers of the Vac-Cha group. Figures 3B, 3E and 3G show severe granulomatous inflammation in the livers of the Inf-Con group. Figure 3C shows no granuloma in the livers of the Vac-Con group. Figure 3H shows the average area of a single liver granuloma containing only one egg in the Vac-Cha and Inf-Con groups (*n* = 7).

### 3. UVAC immunization enhanced the antibody response to *Schistosoma japonicum* infection

#### 3.1 Elevated IgM and IgG antibody response from immunization to early stage of infection in UVAC-vaccinated pigs

In this experiment, IgM responses to SWAP and SEA in the Vac-Cha group arose immediately after immunization and early infection, earlier than those for IgG antibody. The IgM levels in the Vac-Cha group were higher than those in the Inf-Con group. The differences between the Vac-Cha and Inf-Con groups were significant at weeks 1, 4, and weeks 4 post-challenge (*P*<0.01) as shown in Figure 4. Until the acute stage of infection, IgM expression in the Vac-Cha and Inf-Con groups showed little difference.

**Figure 4:**
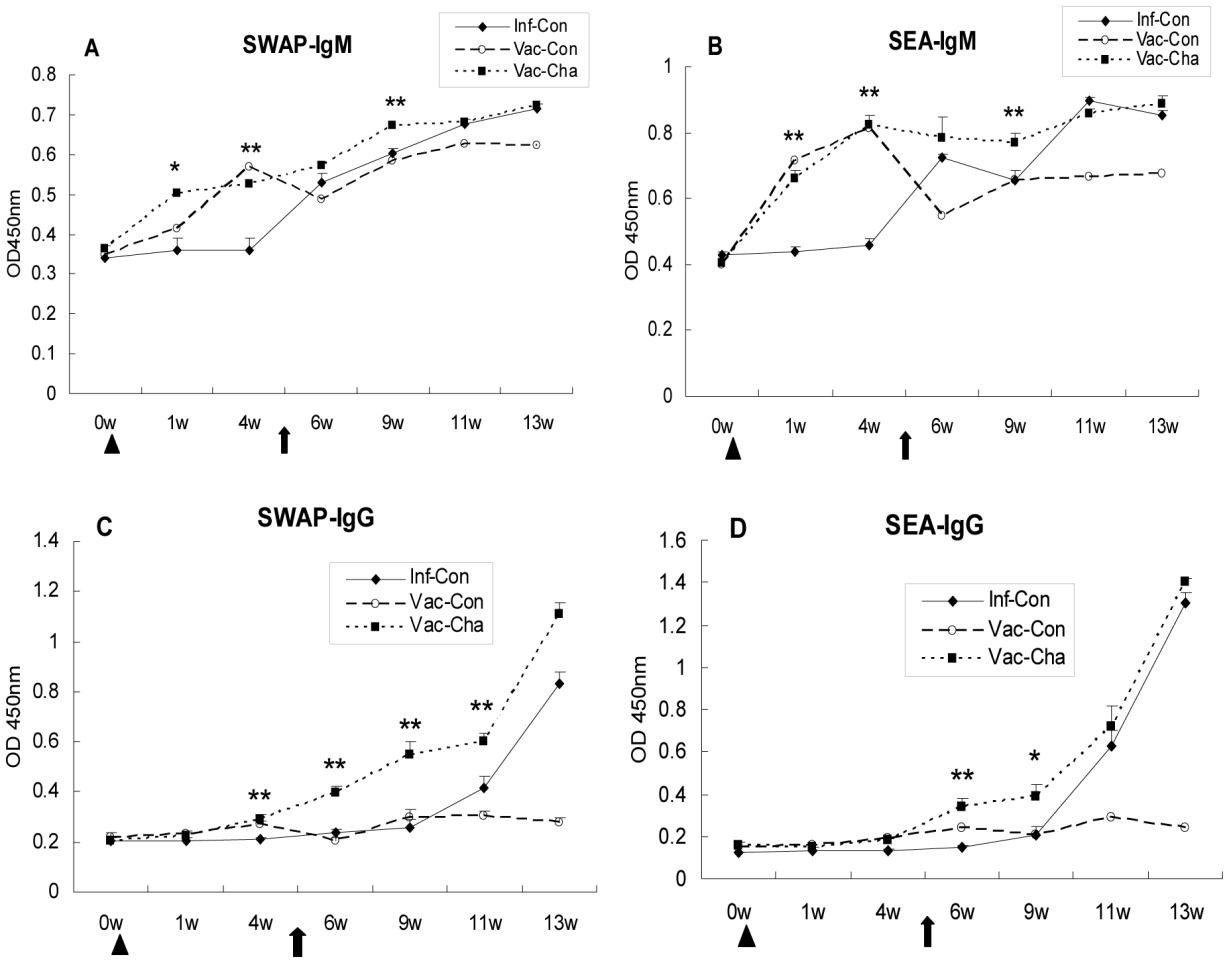
Specific IgM and IgG responses to SWAP and SEA. The Vac-Cha group was immunized with UVAC at week 0 and challenged with normal cercariae at week 5 as well as the Inf-Con group. Triangles and arrows show the times of immunization and infection, respectively. *P<0.05 and **P<0.01 compared to the Inf-Con group. Data are representative of two independent experiments with similar results (*n* = 7).

The dynamic IgG response patterns to two schistosome-specific antigens were similar. In the Vac-Cha group, the SWAP-specific IgG levels began to rise at 2 weeks after immunization and generally exceeded those in the Inf-Con group, especially in the course of immunization and early stage of infection. The increase of SEA-specific IgG occurred later than that for SWAP-specific IgG levels, and the trend was similar for the Vac-Cha and Inf-Con groups after the onset of a large number of eggs. The IgM and IgG levels of the Vac-Con group increased after immunization and reached a peak at week 4, then decreased gradually.

#### 3.2 Significant enhancement of IgG2 expression in the acute infection in UVAC-vaccinated pigs

The expression pattern of IgG1 subtype antibody was very similar to that of total IgG antibody. Anti-SWAP IgG1 levels in the Vac-Cha group were significantly higher than those in the Inf-Con group at weeks 1, 4, and 6 post-challenge. Anti-SEA IgG1 levels in the Vac-Cha group began to increase at week 4 post-challenge, but there was no statistically significant difference compared with those in the Inf-Con group. However, the levels of IgG2 in pigs with UVAC vaccination were significantly higher than those in the Inf-Con group after *S. japonicum* infection. Anti-SWAP IgG2 levels were significantly increased at weeks 4 and 8 post-challenge, and anti-SEA IgG2 levels were higher at weeks 1, 4, and 8 post-challenge (*P*<0.05) in the Vac-Cha group than in the Inf-Con group (Figure 5). The Vac-Cha and Vac-Con groups had lower SWAP-specific or SEA-specific IgG1/IgG2 ratios than the Inf-Con group at week 13 (Table 4). The IgG1 and IgG2 levels in the Vac-Con group were low after infection.

**Figure 5:**
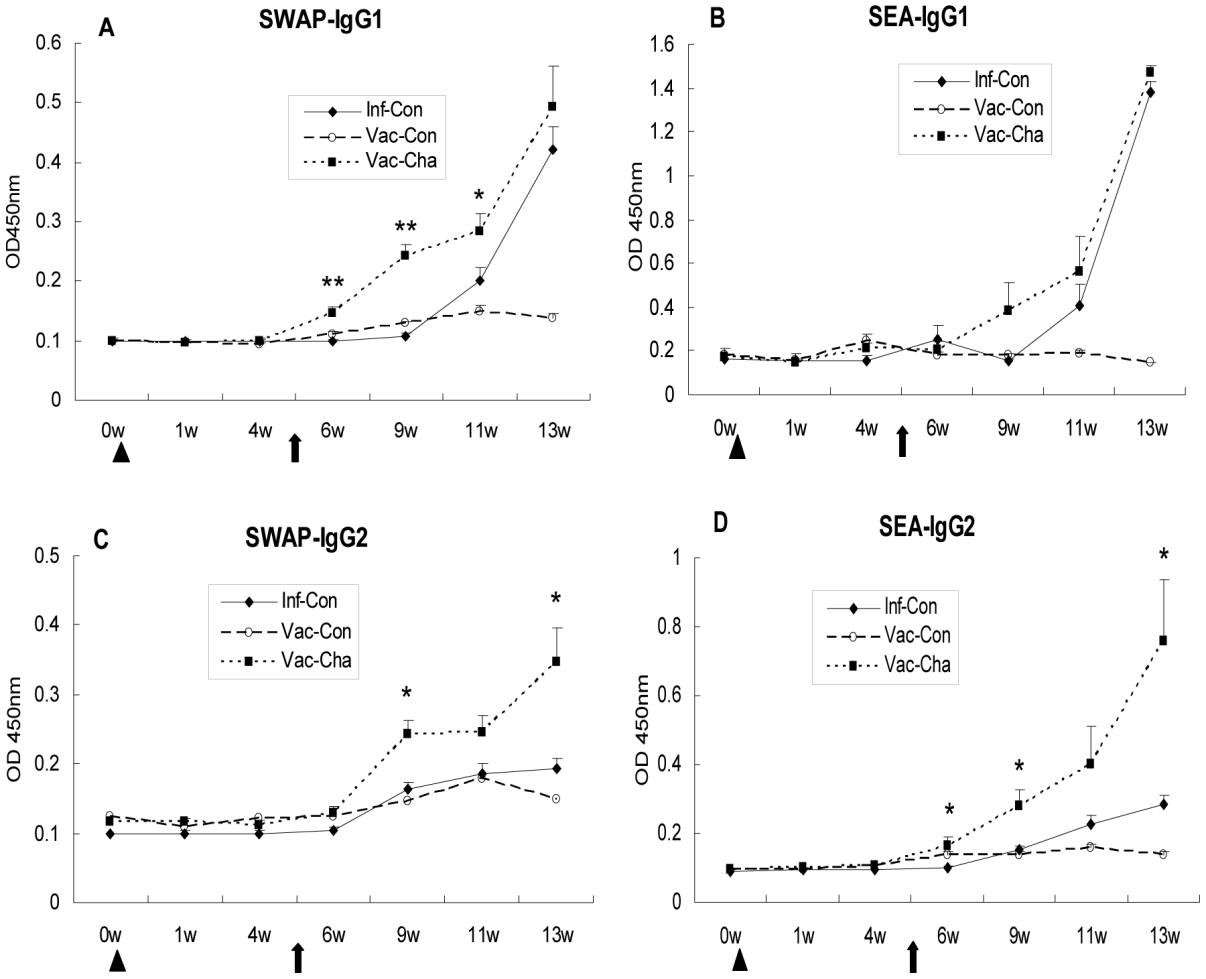
Specific IgG1 and IgG2 responses to SWAP and SEA. All groups were treated as described for Figure 4. *P<0.05 and **P<0.01 compared to the Inf-Con group. Data are representative of two independent experiments with similar results (*n* = 7).

**Table 4:** Comparison of IgG1/IgG2 ratio in the acute infection with *Schistosoma japonicum* among the three groups.

week	SWAP-specific IgG1/IgG2			SEA-specific IgG1/IgG2		
	Inf-Con	Vac-Con	Vac-Cha	Inf-Con	Vac-Con	Vac-Cha
11w	1.78	1.21	1.4	1.09	0.83	1.05
13w	4.87	1.03	1.93	2.19	0.93	1.43

### 4. UVAC vaccination elicited a mixed Th1/Th2 phenotype in the acute infection, and a significant increase in IFN-γ production after immunization

In order to further investigate the immunological mechanism of the high protection in UVAC-vaccinated pigs, the levels of IFN-γ, IL-10 and IL-4 in the PBMC culture supernatants were quantified by ELISA (Figure 6). Firstly, in the Vac-Cha group, IFN-γ concentrations in response to SWAP and SEA began to increase after immunization and were significantly higher than those in the Inf-Con group; in particular, IFN-γ had a dramatic rise at week 6 post-challenge. Secondly, IL-10 levels in the Vac-Cha group had an increment after immunization and increased significantly at week 6 post-challenge in response to SWAP and SEA. IL-10 expression in the Inf-Con group showed relatively low levels compared with those in the Vac-Cha group. Finally, the level of IL-4 in the Vac-Cha group only increased at week 6 post-challenge, and levels of this cytokine in the other groups remained low at all times. In the Vac-Con group, IFN-γ and IL-10 expression increased initially after immunization and then decreased. IL-4 concentrations were low throughout the experiment. The PBMC stimulated with PHA produced the highest levels of the three cytokines, while blanks without any antigen stimulation produced low levels in all groups for both experiments (data not shown). Two independent experiments on pigs showed similar results.

**Figure 6:**
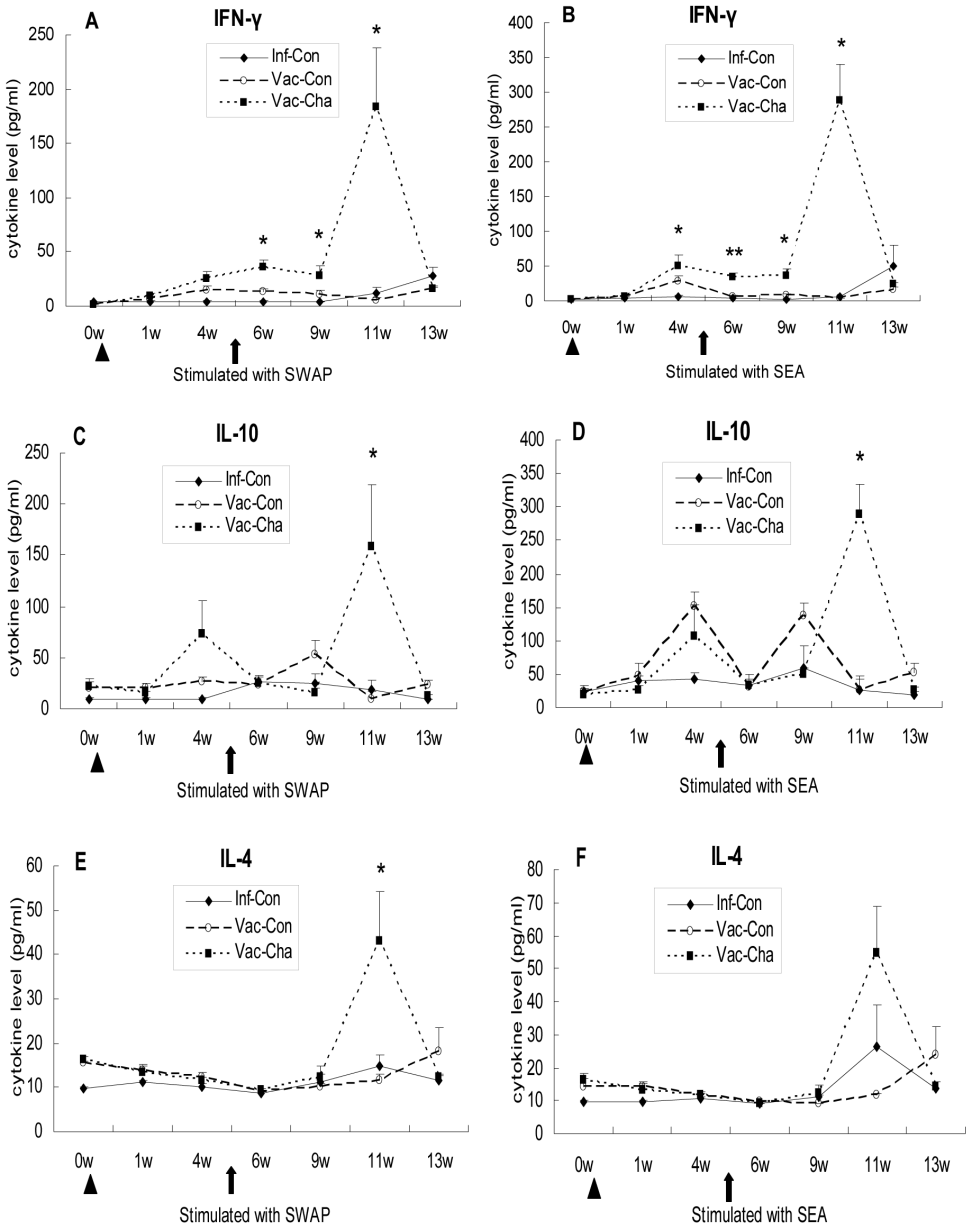
IFN-γ, IL-10 and IL-4 produced by PBMC stimulated with SWAP and SEA. Triangles and arrows show the times of immunization and infection, respectively. *P<0.05 and **P<0.01 for the Vac-Cha group compared to the Inf-Con group. Data are representative of two independent experiments with similar results (*n* = 7).

### 5. UVAC vaccination stimulated transcription of genes related to early CD4 and CD8 responses in sdLNs (inguinal lymph nodes)

To observe differences in early CD4^+^ T and CD8^+^ T functions in sdLNs following percutaneous exposure to attenuated or normal cercariae, transcription of certain genes in sdLNs was tested by quantitative RT-PCR on day 7 after immunization or infection. Seven days after immunization with UV-attenuated cercariae, the *granzyme b*, *nk-lysin*, and *ifnγ* mRNA levels in sdLNs were significantly higher than those in sdLNs infected with normal cercariae. Although *il12p40*, *il4*, and *il10* levels after immunization were increased compared with post-infection, the differences were not significant. The *tnfα* level after immunization was markedly lower than that after infection (Figure 7).

**Figure 7:**
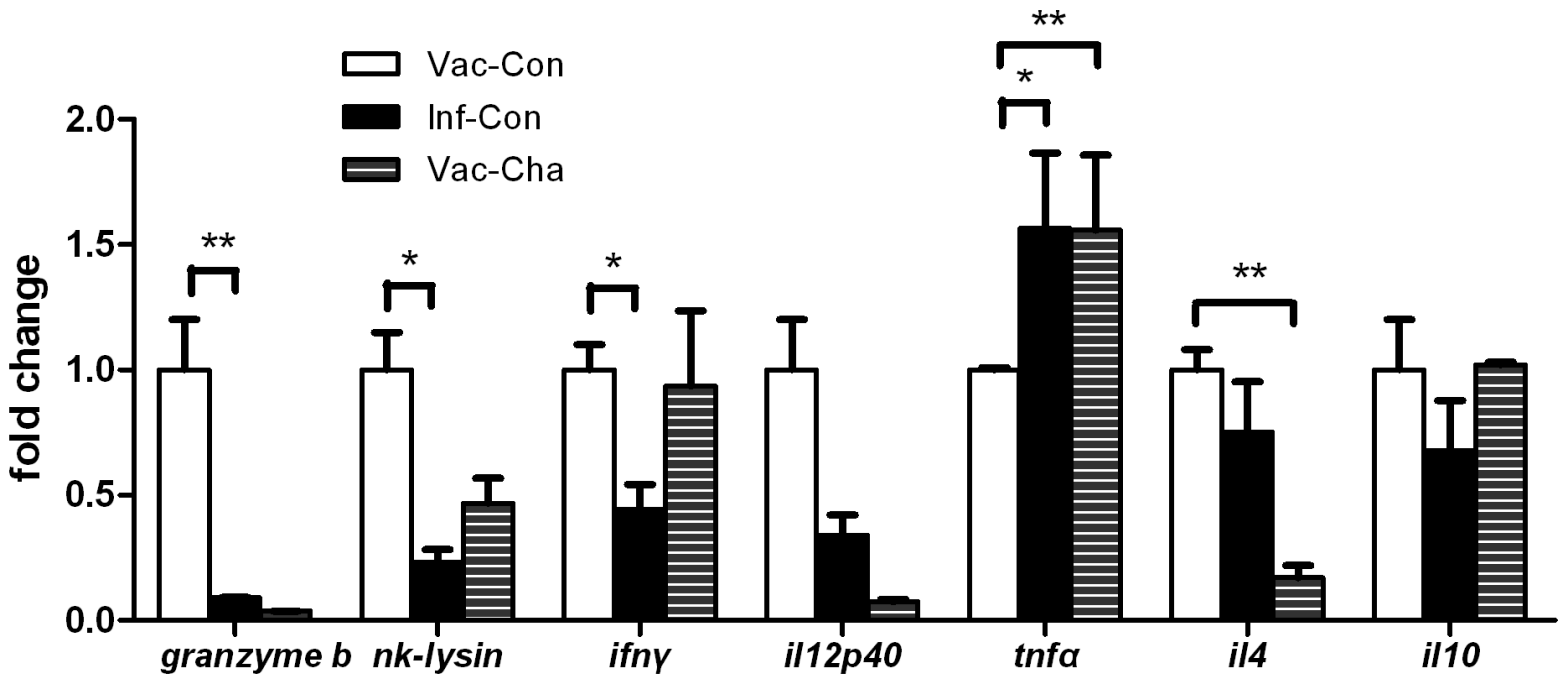
The relative mRNA levels of *granzyme b*, *nk-lysin*, *ifn γ*, *il12p40*, *tnf α*, *il4* and *il10* in sdLNs. The sdLNs were isolated from three pigs in the Vac-Con group on day 7 after attenuated cercariae immunization, and sdLNs in the Vac-Cha and Inf-Con groups were isolated on day 7 after normal cercariae infection, respectively. *P<0.05 and **P<0.01 (*n* = 3).

### 6. Cytotoxicity-Related Genes were markedly upregulated in the mesenteric lymph nodes of UVAC-vaccinated pigs

The mesenteric lymph nodes surrounding the cecum from the Vac-Cha and Inf-Con groups were collected at week 8 post challenge and used to analyze the gene profile with Affymetrix oligo-probe arrays. 

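RNA of mesenteric lymph nodes, which drain the gut wall where schistosome eggs lodge, was compared between the Vac-Cha group and the Inf-Con group at week 8 post-challenge. Pigs of the Vac-Cha group had received 5000 UV-attenuated cercariae 5 weeks before a challenge with 1000 normal cercariae, and pigs of the Inf-Con group had received the challenge alone. The authors mixed equal amounts of RNA from 3 pigs per group and hybridised each pool to 1 Affymetrix porcine genome array, so there are 2 arrays and no replicates. Differences between pigs of a group are therefore not measured, no p-value is given, and every ratio describes these 2 pools. The groups also differed in parasite burden, which the paper reports as lower in the Vac-Cha group. A ratio can therefore not be assigned to vaccination alone. The deposited values are probe set signal intensities on a linear scale. Both arrays had been scaled by the authors to a common level, and the mean signal intensity without the lowest and highest 2% was 500.1 on each. Of the 24123 probe sets, 124 are controls, and the other 23999 were analysed as log2 ratios of Vac-Cha over Inf-Con signal intensity.
The precision of a ratio depended on the signal. The hybridisation spike-ins (BioB, BioC, BioD and Cre) are bacterial and phage transcripts added at hybridisation. Among their 27 probe sets the log2 ratios had a median of -0.06 and an SD of 0.17, which leaves out variation from labelling. Among the 17 probe sets for tag sequences, with signal intensities from 1.06 to 58.1, the SD was 1.86 and the largest ratio was 26.7-fold. Of the 6000 pig probe sets with the lowest mean signal, 78.1% differed by 1.5-fold or more, against 2.82% of the 6000 with the highest. A probe set was therefore counted only if the higher of its 2 signal intensities was at least 171.5. This is the median of the mean signals of all pig probe sets, and 12719 probe sets passed this filter. Because the filter takes the higher signal, a probe set with a lower mean could pass when 1 array alone read high. Log2 ratios of probe sets of the same gene that passed the filter had a pooled SD of 0.36 around their gene's mean, over 1215 genes. The ratios of 3' to 5' signal, a measure of RNA integrity, were 2.23 in the Vac-Cha group and 2.41 in the Inf-Con group for actin, and 2.52 and 3.06 for GAPDH. Of all probe sets, 10099 were assigned to 1 gene, 198 to several genes and 13826 to none in the annotation used here.

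**Figure D1:**
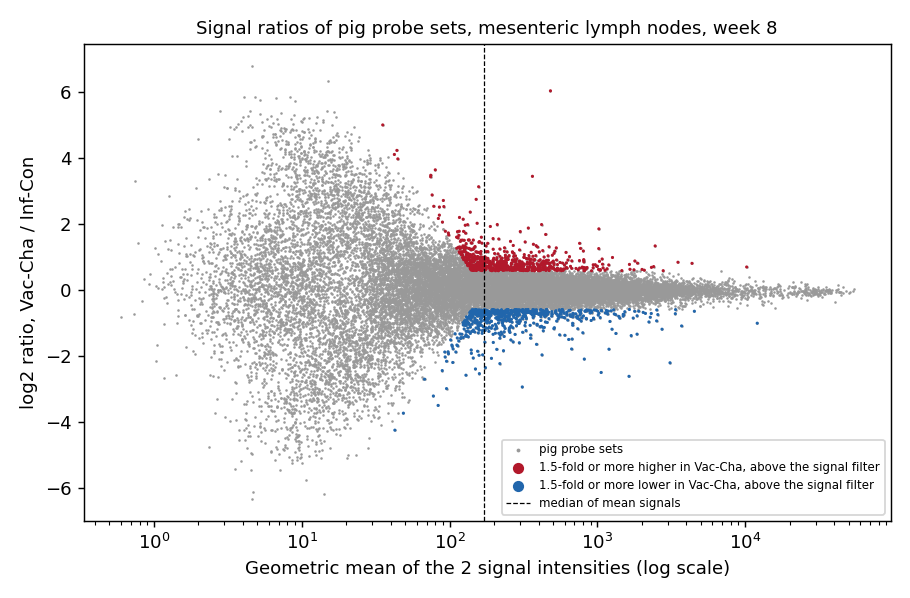
Each point is a pig probe set, with the geometric mean of its 2 signal intensities on the x axis (log scale) and the log2 ratio of Vac-Cha over Inf-Con on the y axis. Coloured points are those 1.5-fold or more apart whose higher signal intensity reached 171.5, so that some lie left of the dashed line, which marks that value on the axis of mean signals. The scatter narrows from an SD of 2.13 among the 6000 with the lowest signals to 0.25 among the 6000 with the highest.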

In the Vac-Cha group, signal intensities of 185 genes were significantly upregulated compared to the Inf-Con group,with a fold change of 1.5 or greater. Among them were cytotoxic effect genes (*lymphotoxin alpha*, *granzyme b*), porcine host defense peptide gene (*nk-lysin*), cell surface markers associated with the activation of T cells (Leukocyte mRNA for MHC II antigen, *sla-2*, *cd28 antigen*, TCR alpha chain mRNA C-region) and B cell chemokine gene (*cxcl13*). However, the signal intensities of 207 genes were significantly higher in the Inf-Con group than those in the Vac-Cha group. Some of these fold changes may reflect the higher parasite burden and helminth infection-associated immune responses of the Inf-Con group. 

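Among genes with high signals, the highest ratio was that of TAC3, the precursor of neurokinin B, with a signal intensity of 654 in the Vac-Cha group and 177.7 in the Inf-Con group, 3.68-fold higher. Its other probe set, below the signal filter, had a log2 ratio of 0.12, and the mean over both was 1.00. ADAMDEC1, a metalloprotease of gut macrophages and dendritic cells, was 2.53-fold higher (3910 against 1546). TYW3, a tRNA-modifying enzyme, was 2.47-fold higher, and its other probe set was 1.92-fold higher. NK-lysin is also among the 10 genes with the highest ratios. The smooth muscle actin ACTG2 was 1.98-fold higher, the collagen chain COL6A2 1.88-fold, the nuclear import receptor TNPO2 1.84-fold, and the deubiquitinase OTULIN 1.81-fold. ADPRHL2, which removes ADP-ribose from proteins, was 2.01-fold higher, and the unnamed locus LOC100518620 was 1.86-fold higher. Other probe sets of 3 of these genes went the other way, with log2 ratios of -0.75 for ADPRHL2, -0.28 for ACTG2 and -0.16 for OTULIN, and the means over all their probe sets, 0.09, 0.36 and 0.35, lie below 1.5-fold. Of the 22 measured genes of the cell cycle, 21 passed the signal filter. Among these, CENPF (1.56-fold) and CDC20 (1.53-fold) were 1.5-fold or more higher and none was lower, while below the filter KIF20A was lower in the Vac-Cha group (13.6 against 70.0). The highest ratio among probe sets of the authors' deposited table that pass the filter and have no gene name here was 65.5-fold, at 3895 against 59.5.
In all, 691 of the 12719 probe sets that passed the signal filter were 1.5-fold or more higher in the Vac-Cha group. At a threshold of 2-fold there were 162, with the signal filter raised to 603.5 there were 112, and without the filter 4372. Among probe sets with 1 gene named, an alternative chosen after seeing the data, there were 306. With 1 probe set for each of these genes there were 182. Technical spread alone, with an SD of 1.28-fold between probe sets of 1 gene, can carry some past 1.5-fold. How many was not estimated, so these counts are not numbers of genes that differ between the groups.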

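NK-lysin (gene symbol GNLY), a pore-forming peptide of cytolytic lymphocytes, had a signal intensity of 1191 in the Vac-Cha group and 496.6 in the Inf-Con group, 2.40-fold higher, and its log2 ratio lay at the 99.7th percentile of the probe sets nearest to it in mean signal. Lymphotoxin alpha (LTA), a cytokine of activated lymphocytes, was higher, but at signal intensities of 100.2 and 11.6, below the signal filter, where its log2 ratio lay at the 96.5th percentile. The lower of these signals lies within the range of the control probe sets for tag sequences, so its ratio is not given here. CXCL13, the chemokine that draws B cells into follicles, was among the brighter probe sets at 13040 against 8025, 1.62-fold higher (99.9th percentile), and its other probe set had a log2 ratio of 0.23. The mean over both, 0.46, lies below 1.5-fold. The probe set of SLA-2, an MHC class I heavy chain, was at 27613 against 25708, a ratio of 1.07. It can bind several transcripts, so it may not measure SLA-2 alone. Granzyme b, CD28, the TCR alpha chain and the leukocyte mRNA for MHC II antigen were not matched to a probe set and are not analysed here.
Among 17 measured genes of the T cell receptor complex, coreceptors and T cell activation, 14 had a log2 ratio above 0. The median was 0.15, at the 99.4th percentile of 10000 random lists matched on signal. A single member passed 1.5-fold, the coreceptor CD4 at 430.4 against 168.7 (2.55-fold), and both signals of its other probe set lie within the range of the control probe sets for tag sequences. The signalling chains CD3D and CD3G had log2 ratios of 0.37 and 0.29, and the coreceptor chain CD8B one of -0.50. Of 5 measured B cell genes, CXCL13 alone passed 1.5-fold, and the median log2 ratio was 0.09 (89.1th percentile). Of 12 measured genes of MHC class I and antigen processing, the peptide transporter TAP1 alone passed it, at 5779 against 3295 (1.75-fold), with a median of 0.06 over the list (96.4th percentile). Of 13 measured genes of MHC class II presentation none passed it, and 11 had a log2 ratio below 0, with a median of -0.16 (0.42th percentile).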

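Among genes with high signals, the lowest ratio of Vac-Cha over Inf-Con was that of FCN2, a ficolin that starts the lectin pathway of complement, with a signal intensity of 2514 in the Inf-Con group and 446.6 in the Vac-Cha group, 5.63-fold lower in the latter. The protease inhibitor A2M was at 6640 against 1446 (4.59-fold), and 1 of its other probe sets, below the signal filter, had a log2 ratio of -0.27. The third was at 172.4 against 26.6, the latter within the range of the control probe sets for tag sequences. LGALS3, the lectin galectin-3, was at 1680 against 395.7 (4.25-fold). FABP4, a fatty acid carrier of adipocytes and macrophages, was 3.44-fold lower in the Vac-Cha group. The lipid transfer protein PLTP was 2.79-fold lower, with another probe set at a log2 ratio of 0.04 and a mean over both of -0.72. The Wnt inhibitor SFRP1 was 2.59-fold lower, the ATP synthase subunit ATP5I 2.58-fold and the serine protease PRSS23 2.55-fold. SPP1, which encodes osteopontin, was at 4123 against 1815 (2.27-fold), and MRC1, the macrophage mannose receptor, at 1104 against 491.0 (2.25-fold). Each of these 10 genes lay at or below the 0.50th percentile of the probe sets nearest in mean signal. They were chosen for their low ratios, so this follows largely from that choice.
In all, 646 of the 12719 probe sets that passed the signal filter were 1.5-fold or more lower in the Vac-Cha group. There were 162 at a threshold of 2-fold, 149 with the signal filter raised to 603.5, and 3711 without the filter. Among probe sets with 1 gene named, the alternative chosen after seeing the data, there were 295. With 1 probe set for each of these genes there were 193. As for the higher probe sets, the part due to technical spread was not estimated.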

One of the most prominent groups of stimulated genes were those coding for inflammation-response factors, chemokine genes and chemokine receptor genes, including *cd163*, *il1r antagonist*, *il1 beta*, *il1 alpha*, *ifn-78k*, *cxcl12*, *ccr9*, *ccr3*, *cxcl2*, *il8*, *killer cell lectin-like receptor subfamily k*, *tlr4*, *insulin-like growth factor binding protein 3* (*igfbp3*), IFN alpha-inducible protein, inflammatory response protein 6, eosinophil chemotactic cytokine, and macrophage receptor with collagenous structure. 

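Genes of interleukin-1 and acute inflammation were lower in the Vac-Cha group as a list, and 13 of the 22 measured passed the signal filter. IL1B was at a signal intensity of 166.7 in the Vac-Cha group and 384.0 in the Inf-Con group (2.30-fold), and the neutrophil chemokine CXCL2 at 206.8 against 413.3 (2.00-fold). These 2 were the members above the signal filter that passed 1.5-fold, and none was higher. Below the filter 5 members were 1.5-fold or more lower, IL1A (37.6 against 170.3), CXCL8, which encodes IL-8 (45.6 against 95.5), and the calgranulins S100A8, S100A9 and S100A12. There 2 were higher, the acute-phase protein HP (72.8 against 25.1) and the receptor TREM1 (77.4 against 46.5). The median log2 ratio of the list was -0.23, at the 0.61th percentile of random lists.
The 25 measured chemokines and chemokine receptors had a median log2 ratio of -0.13 (1.40th percentile), and after quantile normalization the list lay at the 3.42th percentile, within the central 95% of random lists. Above the signal filter, 5 of them were 1.5-fold or more lower in the Vac-Cha group and 2 higher. Those lower were the eosinophil receptor CCR3 (95.3 against 219.9), CXCL2, the gut-homing receptor CCR9 (874.5 against 1687), the eosinophil chemokine CCL24 (247.3 against 427.8) and the stromal chemokine CXCL12 (1810 against 2955). Those higher were CXCL13 and XCR1, a receptor of cross-presenting dendritic cells (512.3 against 310.1). Below the filter CXCL8 was lower, and CCL25 (11.8 against 3.09) and CCL28 (11.3 against 3.80) were higher.
All 18 measured macrophage genes had a log2 ratio below 0, with a median of -0.47, lower than that of every random list. Above the signal filter 5 of them passed 1.5-fold, the complement receptor VSIG4 (213.0 against 584.8), the scavenger receptor MARCO (143.1 against 358.7), MRC1, the heme-degrading enzyme HMOX1 (549.6 against 993.3) and the hemoglobin scavenger receptor CD163 (613.9 against 1054). Below the filter SIGLEC1 (5.21 against 19.0) and ITGAM (38.4 against 66.1) were also lower, and of the other probe sets of VSIG4 there, 1 was at 65.8 against 55.8 and 1 at 56.0 against 119.4, with a mean log2 ratio of -0.77 over all 3. Of 24 measured interferon-stimulated genes, 23 had a log2 ratio below 0 and 5 passed 1.5-fold, with a median of -0.37, again lower than that of every random list. These were OAS1 (66.2 against 381.8), MX2 (295.5 against 646.5), IFIT1 (624.1 against 1129), MX1 (2755 against 4145) and ISG15 (1344 against 2016). MX1 and ISG15, at 1.50-fold, fell below the threshold after loess and after quantile normalization. Another probe set of IFIT1 above the filter was higher in the Vac-Cha group (213.2 against 146.4), and the mean log2 ratio over its probe sets was -0.47, below 1.5-fold. RSAD2, which the paper lists as inflammatory response protein 6, was 1.36-fold lower. The killer cell receptor KLRK1 was at 410.3 against 657.6, and TLR4 at 375.2 against 465.8 (1.24-fold). Genes the paper lists that were not matched to a probe set, the il1r antagonist and igfbp3 among them, are not analysed here.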

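Of the genes named for the arrays, 4 that the paper gives as higher in the Vac-Cha group and 14 that it gives as higher in the Inf-Con group were matched to the probe sets of 1 gene, and all 18 had their higher signal intensity in the group the paper gives. A ratio of 1.5-fold or more together with the signal filter was reached by 2 of the former and by 10 of the latter. The paper chose these genes on the same 2 arrays, so the shared direction checks the files and is not independent evidence. Among the genes named only in the figure, beta-defensin 2 was at 889.7 in the Vac-Cha group and 1434 in the Inf-Con group (1.61-fold). The paper's label plasminogen activator names neither PLAU nor PLAT and is left out of these numbers. PLAU and PLAT were 1.74-fold and 1.04-fold lower in the Vac-Cha group.
Probe sets of the same gene differed in direction for 2 of these genes. TLR4, a receptor for bacterial lipopolysaccharide, has 5 probe sets, of which 4 were lower in the Vac-Cha group, 1 of them with both signals within the range of the control probe sets for tag sequences, while a probe set that can bind several transcripts was higher in the Vac-Cha group (190.5 against 10.2, the latter within that range). The second probe set of CD163, below the signal filter at 109.8 against 63.1, was 1.74-fold higher in the Vac-Cha group, and the mean log2 ratio over both was 0.010.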

Some representative gene signal intensities are shown in Figure 8A.

**Figure 8:**
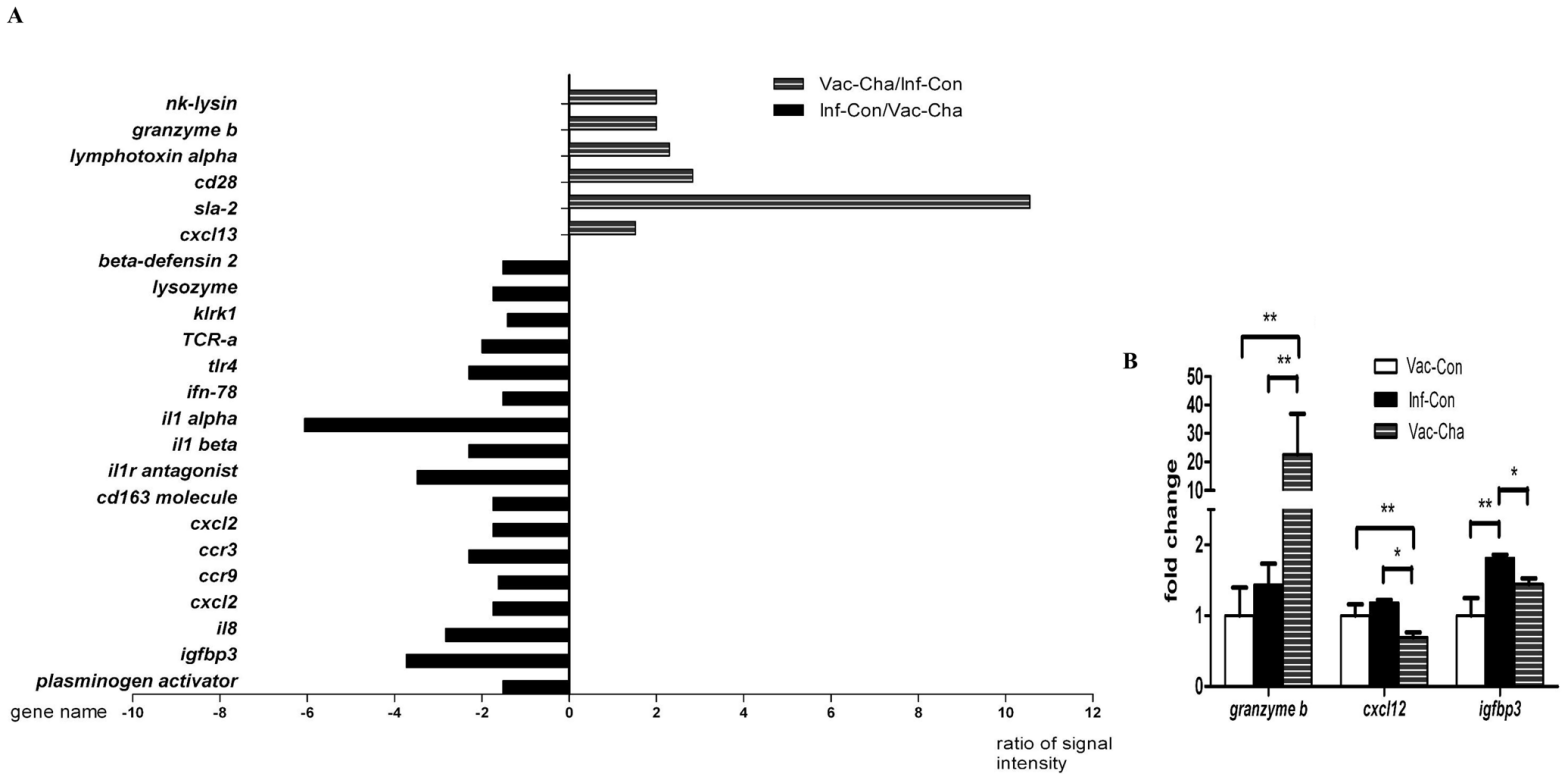
Relative mRNA signal intensities for certain genes of mesenteric lymph nodes in the Vac-Cha and Inf-Con groups assayed by microarrays and validated by qRT-PCR. In figure 8A, the numbers along the X-axis represent the ratio of signal intensities between the Vac-Cha and Inf-Con groups. The positive values on the right-side X-axis: gene signal intensity of the Vac-Cha group/gene signal intensity of the Inf-Con group; the negative values of the left-side X-axis: gene signal intensity of the Inf-Con group/gene signal intensity of the Vac-Cha group. The gene names are listed along the Y-axis. Figure 8B shows the relative mRNA levels of *granzyme b*, *cxcl12*, and *igfbp3* for the Vac-Con, Inf-Con and Vac-Cha groups. *P<0.05 and **P<0.01 (*n* = 3).

To validate the differential expression of the genes identified by the microarrays, quantitative RT-PCR was used to detect some representative gene expression levels in the mesenteric lymph nodes from pigs of the Inf-Con and Vac-Cha groups at week 8 post-challenge. The *granzyme b* mRNA level in the Vac-Cha group increased significantly, compared with the Vac-Con and Inf-Con groups, while the expression of *cxcl12* and *igfbp3* in the Inf-Con group were significantly higher than those in the Vac-Cha group (Figure 8B).

## Discussion

The experiments described here have ascertained that Landrace/Yorkshire/Duroc crossbred pigs immunized by 400 µw UV-irradiated *S. japonicum* cercariae exhibited high levels of protection against a challenge with *S. japonicum*. Immunization resulted in significant decreases in worm number in portal hepatic and intestinal mesenteric systems, and egg numbers in feces and liver, as well as alleviated liver pathology compared with infected pigs without pre-vaccination. These results are consistent with our previous work in that the worm reduction exceeded 60% in pigs vaccinated with UV-irradiated *S. japonicum* cercariae. In other laboratories, the protection against *S. japonicum* in pigs could reach 56%∼95% worm reduction with ultraviolet-attenuated cercariae vaccination, or about 95% worm reduction with γ-attenuated cercariae immunization [16], [18], [19]. Our results added support to our hypothesis that radiation-attenuated cercariae (RA) could induce high protection against *S. japonicum* infection in big animals.

Immunological parameters were monitored throughout the experiment in order to correlate the protection with elicited immune responses, leading to better understanding of the protective mechanism induced by UV-attenuated cercariae. The results show that the high level protection induced by UV-attenuated cercariae in pigs was associated with high IFN-γ levels produced by cell-mediated responses, and IgG2 levels produced by humoral immune responses. Firstly, the results of PBMC culture stimulated with SWAP and SEA *in vitro* showed that the IFN-γ levels could be elicited by UVAC immunization. Then, challenge of the vaccinated pigs with normal cercariae could further increase the IFN-γ production in the PBMC culture stimulated with SWAP, possibly associated with the reaction of memory T cell. Meanwhile, we also observed higher IL-10 production after immunization, which could enable down-regulation of the type 2 response [32]. But IL-4 was not induced by immunization with the lowest level at week 1 post-challenge in the Vac-Cha group. So IFN-γ is likely crucial for vaccine-induced protection after immunization in the pig. This is consistent with previous data obtained with large mammals. Exposure of chimpanzees to RA vaccine also induced a type 1 cytokine response after the vaccination, as measured by the rapid increase in IFN-γ in SWAP- and SEA-stimulated PBMC cultures [32].The level of IFN-γ in the RA-immunized Grivet monkeys was higher than in controls [33].The involvement of IFN-γ in protective immunity to schistosomiasis is well-documented for the murine model. In addition, after attenuated cercariae vaccination, a proportion of schistosome-specific Th1 cells generated in the sdLNs are likely to become memory cells, and could promote the production of large amounts of cytokines and provoke delayed type hypersensitivity (DTH) reactions following secondary schistosome challenge [34], [35]. At the acute stage of infection, besides IFN-γ, the expression of IL-4 and IL-10 in the Vac-Cha group increased significantly at week 6 post-challenge. The adaptive immune response in single vaccination animals was dominated by a mixed Th1/Th2 phenotype [32], [33]. The regulatory cytokine IL-10 might contribute to prevent the development of highly polarized Th1 or Th2 responses and alleviate liver pathology. Other cytokines, such as transforming growth factor β, or cellular processes, such as apoptosis, might be involved [32]. Therefore, these results suggested that the ideal vaccine would need to induce IFN-γ especially at the early stage of immunization but avoid over-induction of down-regulatory cytokines. Secondly, based on irradiated cercariae studies in various host species, immunizing regimens that are believed to induce antibody-mediated immunity have been shown to lead to long-lived protection. Our results also showed that the IgM level rapidly increased after immunization, and IgG, IgG1 and IgG2 levels in Vac-Cha group did not rise significantly until challenge with normal cercariae.. However only the IgG2 expression in Vac-Cha group was significantly higher than those in Inf-Con group at the acute stage of infection. In pigs, IFN-γ and IL-12 induced a bias towards IgG2 production; since IL-10 could up-regulate IgG1 levels, the IgG2 subclass is considered to be associated with a Th1-cell-controlled immune response, while the IgG1 subclass is associated with a Th2-cell-controlled response [36]. In the Vac-Cha group, the high level of IFN-γ at week 6 post-challenge promoted switching to IgG2, and the degree may be stronger than the IL-10 regulation on IgG1. In humans infected with *S. mansoni*, the high levels of SWAP-specific IgG2 were associated with lower infection levels, and IFN-γ in humans also stimulated the production of IgG2 [37]. Homologous passive transfer of protection using sera from singly or multiply vaccinated rats indicated that the IgG2a antibody is the principal mediator of protection in these animals. And in rats, complement depletion during passive transfer at the lung stage significantly reduced protection, thus generation of C3a and C5a by antibody/antigen fixation of complement may play a role [7]. Consistently, porcine IgG2 is more effective than IgG1 for activation of complement [38]. Therefore we conclude that the Th1-prone IgG2 subclass is more indicative of protective efficiency against *S. japonicum* in the acute infection stage. So the IgG2 antibody -mediated immunity may promote long-lived protection and is important for the schistosomiasis vaccine development.

In addition to the effect of IFN-γ and IgG2, the activation of cytotoxic genes might contribute to high protection at the early stage of UVAC immunization and acute stage of infection. Our results showed that after attenuated cercariae immunization, *granzyme b*, *nk-lysin*, *ifnγ*, *il12p40*, *il4* and *il10* genes expression levels, related with CD8^+^T and CD4^+^ T, were higher than that after normal cercaria infection. In mouse and pig models, the T cell and DC proliferation in sdLN induced by irradiated cercariae is stronger than that induced by normal cercariae, and RA vaccination preferentially induces the accumulation of IFN-γ in the sdLN of mice [39], [40], [41]. Fragile bodies and slow migration in the RA could release a great amount of parasite antigens, or prolong the exposure to the host immune system, which may in turn favor the priming of protective responses [7]. Our results implied that the function of T cells in sdLN induced by irradiated cercariae was enhanced than induced by normal cercariae. In addition, at the acute stage of infection, the analysis of gene expression profiles of the mesenteric lymph nodes from the Vac-Cha and Inf-Con groups, which best represent the immune response to eggs in schistosome infections [42], support the notion that the killer cell-mediated cytotoxicity might have played an important part in immune protection in the Vac-Cha group, whereas in the Inf-Con group, the hosts mounted typical immune responses against helminth infection. 

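Genes of type 2 immunity, eosinophils and mast cells, the cells typical of the response to helminths, were lower in the Vac-Cha group as a list. Of 16 measured, 14 had a log2 ratio below 0, and the median was -0.37, at the 0.11th percentile of random lists. CCR3 (2.31-fold), CCL24 (1.73-fold) and the chitinase CHIA passed 1.5-fold above the signal filter, and none was higher. CHIA was at 314.8 in the Inf-Con group, and its signal in the Vac-Cha group, 52.8, lies within the range of the control probe sets for tag sequences, so its ratio is not given. Below the filter IL4, ARG1 and ALOX15 were 1.5-fold or more lower and IL5 was higher. The transcription factor GATA3 and the receptor chain IL4R had log2 ratios of -0.10 and -0.08, and IL13 was also below the filter. The mast cell genes MS4A2 and KIT had log2 ratios of -0.16 and -0.03. Of 18 measured T helper and regulatory cytokines and their regulators, none passed 1.5-fold above the filter, while below it 5 were higher and 2 lower, and the median log2 ratio was -0.08 (22.6th percentile). IFNG was at 337.6 against 417.3, a log2 ratio of -0.31, and IL10 at 288.7 against 336.5, a log2 ratio of -0.22. With low signals raised to the 25th percentile of all signals the median of the type 2 list was -0.24.
From the array profiles the paper proposes that killer cell-mediated cytotoxicity might have had an important part in the protection of the Vac-Cha group. It states that the Inf-Con group mounted a response typical of helminth infection. By quantitative RT-PCR in these nodes, the paper also reports granzyme b as significantly higher in the Vac-Cha group. In skin-draining lymph nodes it reports granzyme b and NK-lysin as higher after immunization than after infection.

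**Figure D2:**
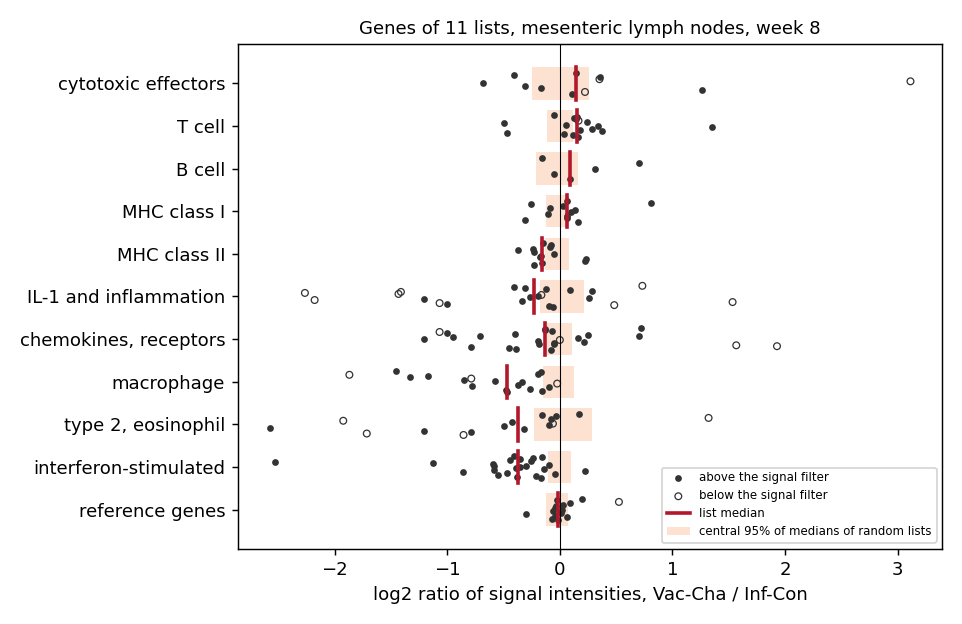
Log2 ratios of Vac-Cha over Inf-Con signal intensity (x axis) for the measured genes of 11 lists (y axis), filled where the gene passed the signal filter and open where it did not. Red bars are list medians and the shaded bands hold the central 95% of medians of 10000 random lists matched on signal, with the medians of the MHC class II, IL-1 and inflammation, chemokine, macrophage, type 2 and interferon-stimulated lists to the left of their bands and that of the T cell list to the right.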

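Of 28 gene symbols of cytotoxic granules and killer-cell effectors, 11 genes were measured. Granzyme b was not among them, since it was not matched to a probe set, so the list does not test it. Above the signal filter, NK-lysin was the single member 1.5-fold or more higher in the Vac-Cha group and KLRK1 the single member lower, and the other 9, LTA among them because of its low signal, were neither. Granzyme H (GZMH), a protease of cytotoxic granules, was at a signal intensity of 1625 in the Vac-Cha group and 1823 in the Inf-Con group. Perforin (PRF1), which forms pores in the target membrane, was at 96.8 against 75.8, below the filter. The adaptor SH2D1A of T and NK cells was at 741.7 against 580.0, and the protease CTSW of cytotoxic cells at 437.4 against 405.8. The median log2 ratio of the list was 0.15, at the 84.9th percentile of random lists, and -0.03 over the 8 members above the filter.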

Some significantly differentially expressed genes, such as cytotoxic effector genes, *granzyme b* and *nk-lysin*, showed stronger signal intensities in the Vac-Cha group compared to the Inf-Con group. Granzymes are a family of highly homologous serine proteases that are released by cytoplasmic granules within cytotoxic T cells (CTL) and/or natural killer cells (NK). It is well-accepted that perforin helps granzymes to enter cells by various pathways, causing apoptosis [43]. NK-lysin is one kind of host defense peptide (HDP) produced by pig cytolytic lymphocytes. HDPs, usually termed antimicrobial peptides, are important components of innate immunity and provide primary immune protection [44]. Thus, the enhanced expression of cytotoxicity-related genes in the low parasite burden Vac-Cha group suggests that killer cell-mediated cytotoxicity might be associated with immune protection against *S. japonicum* infection. Induced and activated CTL to parasitic antigens during schistosomiasis have been previously investigated. Injection of DCs pulsed with OVApep in combination with SEA induced the priming of an OVA-specific CD8^+^ T-cell response, and Th1 and Th2 cells helped primary CD8^+^ T-cell responses and the establishment of long-lived CD8 memory [45]. Immunization with a single dose of rSm28GST was able to induce a reduction in worm burden, and resulted in the *in vivo* induction of a significant CTL activity in the spleen. Adoptive transfers of Sm28GST-specific CD8^+^ T cells reproduced the protective effect obtained with the recombinant molecule [46]. These studies demonstrated that the genes activation related to cytotoxicity and CD4^+^ T cells was associated with the protective immunization against schistosomes. Furthermore, NK cells and CTL also produce IFN-γ in pigs, which may promote the killing of the schistosomule indirectly.

In conclusion, the UV-attenuated cercariae vaccine generated significant protection in pigs against *S. japonicum*, and the high level protection were correlated with a strong IFN-γ, IgG2 antibody response and upregulated expression of some cytotoxic genes. Although the pig model could not completely reflect the host/parasite relation in human, the data gave us confidence to continue the task of converting it to recombinant antigens vaccine formulation. Findings from this study implied the molecular mechanisms underlying high level protection induced by UV-attenuated cercariae vaccination and would lead us to a rationale for the search of antigenic epitopes for the stimulation of specific T cells, and significant antibody isotype as well as cytotoxicity. The remained challenge is the identification of key molecules to mimic and accelerate the process that leads to resistance.

How the deposited data were processed for this re-analysis (not part of the article)

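Gene expression was measured in mesenteric lymph nodes surrounding the cecum, taken at week 8 post-challenge from 3 pigs of the Vac-Cha group and 3 pigs of the Inf-Con group. The authors pooled the RNA of the 3 pigs in equal amounts, labelled it with biotin and hybridised each pool to 1 Affymetrix porcine genome array. The methods name GCOS software and the submitters' processing notes name Affymetrix Expression Console, and the algorithm that summarised probes into probe sets is not given in the sources used here. The deposited values are probe set signal intensities on a linear scale, scaled by the authors so that the trimmed mean was 500.1 on both arrays. A shorter deposited table holds the intensities of 161 probe sets that the authors list as differing by 1.5-fold or more. No detection calls and no probe-level values were used here. Beyond the fold threshold, the paper's text does not name how its genes were selected from the arrays, so that selection could not be repeated. Of the 161 listed probe sets, 160 passed 1.5-fold in the full table in the listed direction, and PPP1CA, at 1.45-fold, did not. The authors chose these probe sets on the same arrays, so the overlap checks the files and is not independent evidence. The signal intensities of both tables differed by more than 0.1 for 1 probe set, that of FABP7, given as 4.8 in the authors' deposited table and as 6.09 in the full table for the Vac-Cha group.

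The 124 control probe sets were left out of counts and lists. Each signal was taken to the log2 scale without further scaling or floor, and the log2 ratio is that of Vac-Cha over Inf-Con. A probe set was counted as higher or lower at a ratio of 1.5, the paper's threshold, provided its higher signal was at least 171.5. Precision is limited by having 1 array per group and, at low signals, by the signal itself. The SD of 0.36 between probe sets of 1 gene is the technical yardstick, and it holds no variation between pigs. Gene names came from the platform annotation, in which 10099 probe sets have 1 gene. For 9989 of these probe sets the gene identifier was found in the RefSeq table of the Sscrofa11.1 assembly, which changed no symbol. No coordinates are given, since the array files name no genome build. A gene with several probe sets is represented by the one with the highest mean log2 signal, which gives 6774 genes.

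The 21 gene lists, the thresholds, the alternatives and the rule for naming genes were set before the data were examined, while the ratios in the paper's Fig. 8A had been seen. For each list the median log2 ratio of the measured genes was set against 10000 random lists of the same size, matched in 20 bins of mean signal. Percentiles describe these 2 arrays and are not p-values. Genes named are those the paper names for the arrays, the 10 with the highest and the 10 with the lowest ratio among genes whose higher signal reached 603.5, and up to 4 members per list that pass the filter and 1.5-fold. Other genes, such as further members of the lists, were named after their values were seen. The steps were tested on simulated data. Of 100 probe sets planted 2-fold higher in noise drawn from the 2 arrays, 91 were counted as higher at 1.5-fold. Of 100 planted lower, 86 were counted as lower. Only planted probe sets were examined, so how many unchanged ones pass 1.5-fold from noise was not measured. Of 200 simulated lists of 15 probe sets, drawn from all and without a shift, 3% lay outside the central 95% of random lists. Of 200 lists shifted by 0.5 on the log2 scale, 100% lay above it. These, like the planted probe sets, were drawn only from probe sets with a mean signal at or above the median. Among real lists at low signals such a shift could be missed, as random medians for the neutrophil list reached 0.92 at their 97.5th percentile. Members were simulated independently, so genes of a list that vary together were not covered.

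Alternatives were a threshold of 2-fold, no signal filter, a filter at the 75th percentile, median-centred ratios, loess normalization of the ratio on mean signal, quantile normalization, a floor at the 25th percentile of signals (45.4), genes in place of probe sets (which also leaves out probe sets with no gene or several), the mean over all probe sets of a gene, leaving out probe sets that can bind several transcripts, and list members above the filter only. Leaving out probe sets with no gene or several, with all others counted, was added after seeing the data. For the normalizations and the floor, the percentile of each list was taken again among random lists under that setting. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Quantitative RT-PCR, antibody, cytokine and parasite measurements were not analysed here.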

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

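The paper does not discuss the genes below, and the signals of TAC3, ADAMDEC1 and TYW3 in the Vac-Cha group were above their level in the Inf-Con controls. TAC3 had a log2 ratio of 1.88, while its other probe set, below the signal filter, had one of 0.12. ADAMDEC1 had a log2 ratio of 1.34, from a single probe set. TYW3 had a log2 ratio of 1.30, and 0.94 in its other probe set. The 22 measured genes of the cell cycle had a median log2 ratio of 0.17, at the 99.7th percentile of random lists, and 19 of them had a log2 ratio above 0, while KIF20A, MCM4 and NUSAP1 had one below 0.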

How the results depend on the processing

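With 1 array per group no replicate could be left out, and no paired analysis was possible because each group has 1 pooled sample. The counts of probe sets 1.5-fold or more higher and lower in the Vac-Cha group, 691 and 646, moved to 162 and 162 at a threshold of 2-fold, 4372 and 3711 without the signal filter, 112 and 149 with the filter at the 75th percentile, and 182 and 193 when genes were counted, which also leaves out probe sets with no gene or several. Leaving out these probe sets alone, an alternative chosen after seeing the data, gave 306 and 295. Median-centring, loess and quantile normalization left both counts within 1.5 times. The floor of 45.4 on low signals could not change them. Each counted probe set has 1 signal of at least 171.5, which is more than 1.5 times the floor. The share counted as higher was 51.7%, and 42.9% with the stricter filter. Among probe sets with a mean signal from 171.5 to 603.5, 382 were 1.5-fold or more higher and 367 lower. Above 603.5 there were 61 and 108. The remaining counted probe sets had a mean at or below 171.5 and passed on their higher signal alone. Over the members above the filter only, the median log2 ratio of the cytotoxic list was -0.029 in place of 0.15 and that of the T helper list -0.25 in place of -0.08. The median of the MHC class II list was -0.22 with the mean over all probe sets, and that of the type 2 list -0.24 with the floor. No list outside the central 95% of random lists changed sign under any of these alternatives. Against random lists under the same setting, the chemokine list lay at the 3.42th percentile after quantile normalization, inside the central 95%. The other lists stayed outside it under each of the 3 normalizations and the floor, but median-centring shifts all ratios alike and cannot change a percentile. Of the list members counted as higher or lower, MX1 and ISG15 fell below 1.5-fold after loess and after quantile normalization. MX1 was at 1.49-fold after loess and 1.47-fold after quantile normalization, and ISG15 at 1.49-fold after loess. No other member fell below 1.5-fold under the 3 normalizations, and the floor could not take a counted member there. Of the 54 named genes, all kept their sign under each of the 3 normalizations, and with the floor, which cannot reverse a sign. With the mean over all probe sets, 22 of 24 genes kept their sign, while 13, and CD163 besides, moved by more than the SD between probe sets of 1 gene. Of the 22 of them counted as higher or lower, 7 no longer passed 1.5-fold. These were ADPRHL2 (0.09 in place of 1.00), ACTG2 (0.36 in place of 0.99), OTULIN (0.35 in place of 0.85), CXCL13 (0.46 in place of 0.70), IFIT1 (-0.47 in place of -0.86), SDC1 (-0.47 in place of -0.91) and CD163, which had a log2 ratio of 0.010 in place of -0.78 because its second probe set goes the other way. VSIG4 (-0.77 in place of -1.46) and PLTP (-0.72 in place of -1.48) stayed past it. TLR4, below 1.5-fold, had one of 0.47 in place of -0.31. The cause of the other shifts was not tested. The authors' table overlapped at 144 probe sets at 2-fold and at 160 after loess. Low signal limits IL4, IL5, IL13, LTA, IL1A and CXCL8, which lie below the filter.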

Differences from the paper's values

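The paper gives 185 genes as higher in the Vac-Cha group, and 691 probe sets were counted here. The paper calls its genes significant, and its text names no test for the arrays, so that only the fold threshold is shared. Among the alternatives set before the data were examined, the 2-fold threshold (162) and counting genes (182), which also leaves out probe sets with no gene or several, lie within 1.5 times of the paper's number. No signal filter (4372), the stricter filter (112), median-centring (662), loess (610), quantile normalization (632) and the floor (691) do not. The paper gives 207 genes as higher in the Inf-Con group, and 646 probe sets were counted here. The 2-fold threshold (162), the stricter filter (149) and counting genes (193) lie within 1.5 times, while no signal filter (3711), median-centring (690), loess (716), quantile normalization (705) and the floor (646) do not. Leaving out probe sets with no gene or several, chosen after seeing the values, gives 295, within 1.5 times of 207, and drops 43 of the 86 probe sets that the authors' deposited table lists as lower. For those higher it gives 306, not within 1.5 times. The authors' deposited table lists 75 probe sets higher and 86 lower in the Vac-Cha group, fewer than the paper's numbers.

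For lymphotoxin alpha the paper's ratio is about 2.3 in Fig. 8A, read by eye. The signals here were 100.2 against 11.6, and the latter lies within the range of the control probe sets for tag sequences, so their quotient of 8.66 is not a measured size and whether it differs from the paper's is not settled. With the floor on low signals the ratio is 2.21, within 1.5 times of the paper's, but that value is 100.2 over the chosen floor of 45.4, and under the other alternatives the quotient is not within 1.5 times. For sla-2 the paper's ratio is about 11 in Fig. 8A, read by eye, against 1.07 for the probe set assigned to SLA-2 alone, and no alternative comes within 1.5 times. A probe set assigned to several genes, an MHC class I gene among them, had a ratio of 10.9 (1200 against 110.2), within 1.5 times of the paper's. For tlr4 the paper's ratio of Inf-Con over Vac-Cha is about 2.3 in Fig. 8A, read by eye, against 1.24 for the probe set with the highest signal, and no alternative comes within 1.5 times. Another probe set of TLR4, below the signal filter, had a ratio of 2.21.

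The paper names sla-2 among genes higher in the Vac-Cha group by 1.5-fold or more, and RSAD2 and tlr4 among those higher in the Inf-Con group. These 3 had the paper's direction and ratios of 1.07, 1.36 and 1.24 for the probe set that represents the gene, while the probe set assigned to several genes, an MHC class I gene among them, had a ratio of 10.9.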

Other observations

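The tests of explanations in this part were all chosen after the results were seen. Lists for other cell types that the node or its surroundings hold were also compared. Of 24 measured stromal and matrix genes, 20 passed the signal filter, and of these 3 were 1.5-fold or more higher in the Vac-Cha group, COL6A2, the small proteoglycan LUM (1.86-fold) and the small proteoglycan BGN (1.65-fold), and 2 were lower, CXCL12 and TNC. The median log2 ratio of the list was -0.04 (24.4th percentile), and -0.090 (5.93th percentile) after loess and -0.096 (4.58th percentile) after quantile normalization. The endothelial list had a median of -0.14 (5.25th percentile), the smooth muscle list, in which ACTG2 passed 1.5-fold above the filter, 0.08, and the epithelial list, with 1 of 15 genes above the filter, 0.29, or 0.0025 with the mean over all probe sets and 0 with the floor on low signals. The erythrocyte list of 4 genes had a median of -0.12, and the sign turned with the floor (0.18) and over the 1 member above the filter (0.35). The median of the reference genes was -0.01, and 0.037 after loess, 0.034 after quantile normalization and 0.014 with the mean over all probe sets. Of the adipocyte genes above the filter, FABP4 and LPL (2.26-fold) were lower in the Vac-Cha group, while CFD and PNPLA2 had log2 ratios of -0.09 and -0.05 and SCD and FASN 0.44 and 0.16. Below the filter 3 were 1.5-fold or more lower and 2 higher. The median of the list was -0.11. Of 4 measured plasma cell genes, SDC1 was 1.88-fold lower in the Vac-Cha group (-0.47 on the log2 scale as the mean over its probe sets) and the median was 0.06. The neutrophil list had a median of -0.61 (4.29th percentile), with 1 of its 9 measured genes above the filter, and -0.070 (10.7th percentile) with the floor. Of the 161 probe sets in the authors' deposited table, 60 had both signals below the filter used here.

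A probe set assigned to several genes, an MHC class I gene among them, was 10.9-fold higher in the Vac-Cha group, at 1200 against 110.2. The other 8 MHC class I probe sets above the filter had log2 ratios between -0.26 and 0.14, with a median of 0.067, which argues against higher expression of MHC class I genes in general. A candidate explanation is an allele or gene copy present in the pigs of 1 pool only. The other probe set assigned to the same genes had a log2 ratio of 2.23. Both its signals lay below the filter and within the range of the control probe sets for tag sequences. Genotypes were not analysed here, so this candidate cannot be told apart from a difference in expression due to vaccination or parasite burden.

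The macrophage genes were lower in the Vac-Cha group. A trend of the ratio with signal between the arrays is argued against by loess normalization, after which the median log2 ratio was -0.45, from -0.47. It was still lower than that of every random list. The random lists are matched on signal and share such a trend before and after loess, so this position adds little. Fewer macrophages of all kinds in the Vac-Cha pool could lower all of these genes to a similar extent. The 15 genes above the filter had an SD of 0.44, against 0.36 between probe sets of 1 gene, which neither bears this out nor excludes it. A lower expression per macrophage in the Vac-Cha pool stays open and was not tested. Nor can an effect of vaccination be told apart from one of the lower parasite burden in the Vac-Cha group.

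LTA was higher in the Vac-Cha group at low signals. Measurement noise could give such a ratio. LTA lay at the 96.5th percentile of the probe sets nearest in mean signal, 3.49% of which had a higher ratio, and the SD of their log2 ratios was 1.57. A difference between vaccinated and control pigs is not excluded by this test.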
